A study of Mus musculus with 8 samples.

How the data were processed

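Cells of the colonic lamina propria, the connective tissue layer under the gut epithelium, were measured by droplet single-cell RNA sequencing in 8 mouse libraries. Per the labels, the mice were C57BL/6 and either wildtype or carried an amino acid substitution, the mutants here. Mice were left untreated or given 2% dextran sulfate sodium (DSS), which injures the colonic epithelium, in the drinking water for 7 days and then plain water for 3 days. All mice were taken on day 10. Per the labels, CD4 cells were enriched with a magnetic isolation kit and about 10000 cells per library were loaded for 3' gene expression libraries with unique molecular identifiers (UMIs). The 4 groups held 2 libraries each. Groups were taken from the sample titles. The titles carry animal numbers and no shared replicate numbers, so replicates 1 and 2 only name libraries.

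The authors deposited 1 table of UMI counts per library, with genes in rows and barcodes in columns. The aligner, the counting program, the genome build and the barcode calling are not given by the labels or the file headers. All values were whole numbers and were used as raw counts. In 7 of the tables the rows carried numbers, and in 1 table gene identifiers. A deposited list of 31053 gene symbols gave the order of the rows, in which 36 rows repeated a symbol already used. The order was tested in 2 ways. Of the 30934 identifiers found in a reference table of gene names, 30468 (98.5%) had the symbol listed for their row. The log summed counts per row of each numbered table correlated with those of the table with identifiers at r = 0.975 or more across genes, against 0.318 or less when the rows were shifted. Gene identifiers are those of the 1 table that holds them. No genome coordinates were used, since the build is not stated.

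A second deposited table listed the cells the authors kept, with library, genotype and treatment and without cell types. How cells were chosen is not stated. All of the 27420 listed cells had at least 400 genes, under 20% mitochondrial UMIs and at least 1 Cd4 UMI, and these 27420 cells were used. Another 5656 barcodes met the same limits and were not on the list, and they entered only an alternative. All 8 tables together held 100673 barcodes, each with at least 500 UMIs. A further deposited table was not used here.

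Depth was recorded as the UMIs of each library and of each population. Intervals around single-library values would cover counting error only, and the tests rest on the spread between libraries. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333, so no such test was used for single values.

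Cell types came from clustering done here, because the deposited list gives none. Counts of the kept cells were scaled to 10000 per cell and log-transformed, and 2000 variable genes were chosen in scanpy 1.11.5. Effector genes to be compared (among them Il17a, Il17f, Il22, Il10, Ifng and Gzmb), immunoglobulin, T cell receptor variable, haemoglobin, mitochondrial and sex-linked genes were removed, which left 1874. Clusters were found by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) on 30 principal components and 15 neighbours at resolution 1. Of the 16 clusters, 8 reached at least 50% of the highest cluster's mean level of T cell genes and together form the CD4 T cells, 20780 cells, each with a Cd4 UMI by the authors' selection. Names were given from marker lists fixed in advance. A cluster took the name whose markers had the highest mean log2 ratio to the median of the other T or other non-T clusters. That ratio had to reach 1 and lie 0.3 above the next name, with 3 markers detected at 5 CPM or more. A cluster stayed unnamed where it mixed markers of 2 types, where markers of another type outnumbered its own among its top 10 genes, or where at least 3 heat-shock or related stress genes and none of its own markers were among those 10. Under the coarser clustering, a cluster of 416 cells led by Hspa1a and Svs5, 61.3% of them from untreated mutant replicate 1, kept a Th1-like name because Tbx21 was among its top 10 genes, and it entered the Th1-like share of that alternative. These thresholds were set after the clusters had been seen. A cluster led by Ccl22 and Ccl17 was also left unnamed after it was seen. The 4 clusters without a name are a T cell cluster led by Svs5, Hspa1a, Ccl20 and Hspa1b (cluster 3), a cluster led by Ccl22 and S100a9 (cluster 5), one led by Krt14, Ccl21a and Krt5 (cluster 10) and one led by Ereg and Timp3 (cluster 13). In the untreated wildtype, untreated mutant, DSS-treated wildtype and DSS-treated mutant groups, mean shares of the kept cells were 1.35%, 10.9%, 1.00% and 0.910% for cluster 3, 2.65%, 1.94%, 2.90% and 2.43% for cluster 5, 0.691%, 0.726%, 0.528% and 0.444% for cluster 10, and 1.92%, 1.22%, 0.626% and 1.03% for cluster 13. Hspa1b and Hspa1a were also among the leading genes of 1 of the clusters named macrophage or monocyte, of which 67.4% came from untreated mutant replicate 1, and S100a8 was among those of 1 Th1-like cluster. Because the names were rebuilt, shares can differ from those the authors would obtain.

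Doublets were not removed in the values reported. Scrublet, run per library through scanpy, marked 1 barcode in all 8 libraries at its automatic threshold, which is too few to have worked, so the planned removal of its calls was not usable. In its place the highest Scrublet scores were removed at 0.8% per 1000 barcodes (3961 of the kept cells), an alternative chosen after the data had been seen.

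UMI counts were summed per library over the CD4 T cells, the Th17-like cells (4194) and the Treg-like cells (3928). Sums were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, the filterByExpr filter, quasi-likelihood fit with robust estimation) with all 4 groups in 1 fit, which leaves 4 residual degrees of freedom. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Expression levels are TMM-scaled CPM. Cell numbers per type were tested in edgeR with the log of all kept cells as offset. Lists of genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over 4 lists in 3 comparisons, and in the interaction over the 4 lists. For shares of cells with a UMI, each cell was thinned to 1000 UMIs and shallower cells were left out. Such shares have no test.

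The genes named are a fixed panel of 14 genes, reported whatever its values except for 1 gene that is not reported here, and up to 5 with the highest and 5 with the lowest log2 fold change among called genes whose libraries do not overlap between groups. Immunoglobulin, T cell receptor variable, haemoglobin, mitochondrial and sex-linked genes are not named. Within a cluster, the genes that define it are not reported. Groups, tests, marker lists, gene lists, the naming of genes and most alternatives were fixed before the data were examined.

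The alternatives fixed in advance were RLE scaling, the DESeq2 1.42.0 Wald test, no filter on low counts, a fit of only the 4 libraries compared, stricter cells (at least 500 genes and at most 5% mitochondrial UMIs), finer and coarser clustering (resolution 2 and 0.5), arcsine-transformed shares in limma, CD4 T cells as denominator, fry, camera with an estimated correlation, no thinning, thinning to 2000 UMIs and leaving out each library in turn. Where that leaves a group with 1 library, the lone library is assumed to vary like the other groups. Added after the data had been seen were the removal of doublets at the expected rate, all barcodes meeting the limits, T cells with or without a Cd4 UMI, and neighbouring animal numbers as a replicate block.

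The tests were run on simulated counts drawn from the real means and library sizes with 200 genes changed. In the CD4 T cells, with 10953 to 11003 genes tested, 61.5%, 45.5% and 56.5% of genes changed 2-fold were recovered for DSS in the wildtype, the mutation in untreated mice and the mutation after DSS, with 14, 10 and 17 false calls. At 4-fold, 84.0%, 85.5% and 91.5% were recovered, with 11, 11 and 19 false calls. Without the filter on low counts, false calls were 36 to 47. In the same order of comparisons, 52.5%, 39.5% and 54.5% of genes changed 2-fold were recovered in the Th17-like cells (7531 to 7546 genes tested over both fold changes) and 48.5%, 33.0% and 62.5% in the Treg-like cells (7832 to 7899). At 4-fold they were 89.0%, 82.5% and 91.0%, and 87.0%, 76.0% and 92.0%. For shares of 14 cell types, a 4-fold change was recovered in 67 of 100 simulations in each of the 3 comparisons. Only the Th17-like type was changed in them, and the other types were not lowered in turn. All types were drawn with a common dispersion of 0.137, so the recovery does not hold for types that vary more between libraries.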

Results

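Transcripts of single cells were counted in 8 libraries of CD4-enriched cells from the mouse colonic lamina propria, with 2 libraries in each of 4 groups. The groups were untreated wildtype, untreated mutant, DSS-treated wildtype and DSS-treated mutant mice. The libraries held 44155395 and 46261198 UMIs in the untreated wildtype group and 46372914 and 42052436 in the untreated mutant group. They held 34497509 and 41950127 UMIs in the DSS-treated wildtype group, and 45316661 and 46960005 in the DSS-treated mutant group. In the same order, the authors' cell list kept 3122, 3096, 2758, 2749, 3776, 3647, 3547 and 4725 cells per library. Median UMIs per kept cell lay between 2173 (DSS-treated wildtype replicate 2) and 3523.5 (untreated mutant replicate 1). Of the kept cells, 2142, 2121, 1782, 2140, 3134, 2888, 2816 and 3757 fell into T cell clusters. The summed UMIs of these CD4 T cells ranged from 6218302 in untreated mutant replicate 1 to 15062623 in DSS-treated mutant replicate 2.

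The substitution changes 1 amino acid, which gene-level counts do not show, so they do not check the genotype labels. After thinning to 1000 UMIs, an Il17a UMI was found in 14.5% ± 2.41 (SD, n = 2) of untreated wildtype, 18.8% ± 10.6 of untreated mutant, 14.6% ± 6.65 of DSS-treated wildtype and 21.2% ± 19.3 of DSS-treated mutant CD4 T cells. Without thinning the means were 20.9%, 24.0%, 20.1% and 27.9%. Thinning left out 169, 41, 206 and 147 cells. In fibroblast-like barcodes without a Cd4 UMI, which should lack Il17a, the thinned shares were 2.97%, 2.5%, 3.44% and 5.96%, and the unthinned ones 6.16%, 5.18%, 8.05% and 12.4%. Median UMIs per library ranged from 1956.5 to 2897 in the CD4 T cells and from 3728.5 to 6711 in the fibroblast-like barcodes. Group differences in these shares were not tested.

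**Figure D1:**
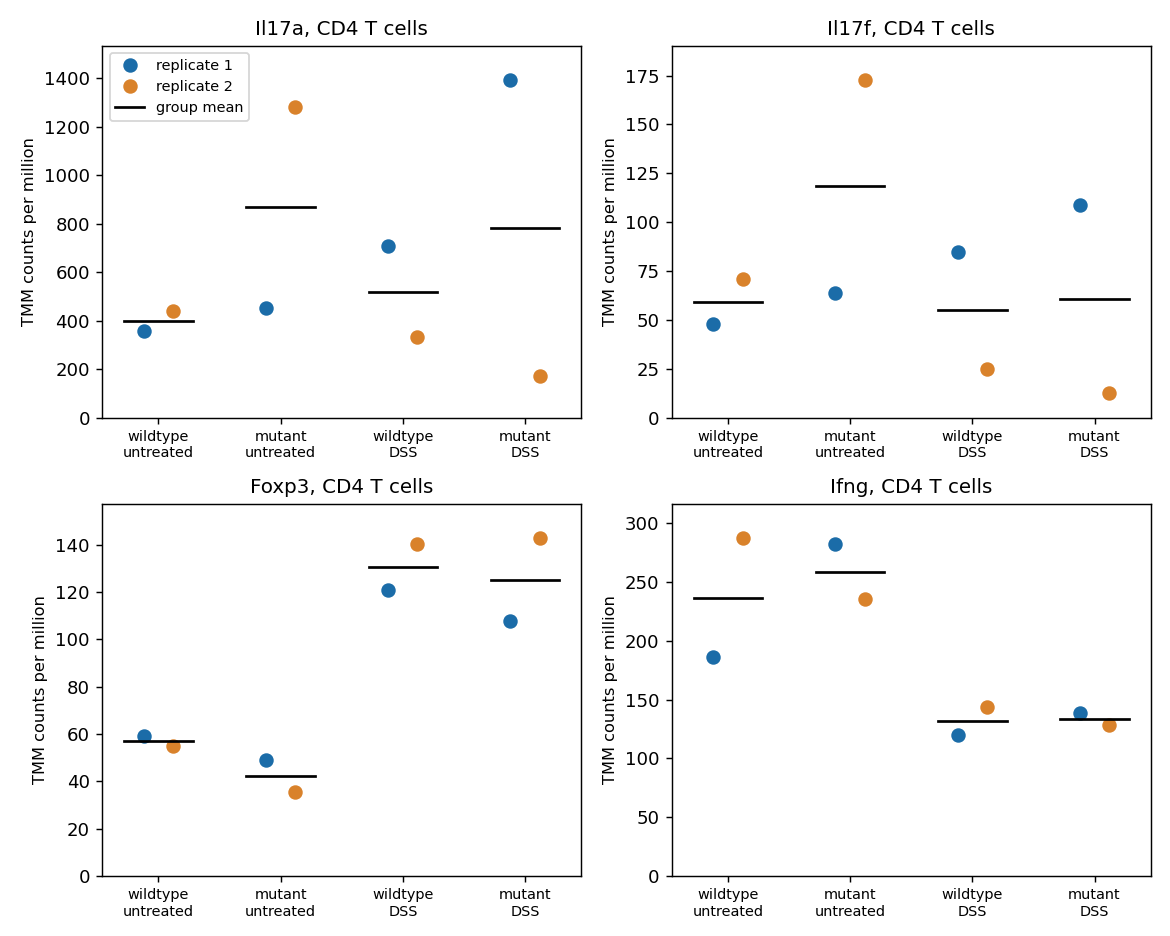
Level of Il17a, Il17f, Foxp3 and Ifng in the CD4 T cells of each library, in CPM, with points for the 2 libraries of each group and lines for the group means. Il17a lay at 1395 and 172 CPM in the 2 DSS-treated mutant libraries, while Foxp3 had a mean of 56.9 CPM in untreated and 131 CPM in DSS-treated wildtype mice.

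The first comparison asked how DSS changed gene expression in wildtype CD4 T cells. Of 11086 genes tested, 85 were called by edgeR's quasi-likelihood test, with 51 higher and 34 lower after DSS. At an unadjusted p under 0.05 there were 2057. Without any filter on low counts 834 genes were called, the highest count among the alternatives, and all 85 were among them. DESeq2 called 215, of which 78 were shared. The count rested on single libraries, since it was 0 without untreated wildtype replicate 2, 5 without replicate 1 and 8 without DSS-treated wildtype replicate 2. It was 31 and 36 without untreated mutant replicate 1 or 2, 186 without DSS-treated wildtype replicate 1, and 313 and 309 without DSS-treated mutant replicate 1 or 2. The levels of the 2 groups did not overlap for 52.4% of all genes, where chance gives 1 of 3 splits.

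Itgae (ENSMUSG00000005947) rose from 13.1 ± 2.33 to 43.9 ± 3.12 CPM (SD, n = 2), a log2 fold change of 1.74 ± 0.16 (SE, edgeR adjusted p = 0.000971). Itgae was also among the leading genes of the Treg-like cluster, and a larger share of those cells was not separated from a change within cells. Laptm4b (ENSMUSG00000022257) rose from 4.40 ± 1.57 to 20.8 ± 0.692 CPM (log2 fold change 2.24 ± 0.23, adjusted p = 0.00184), and Npnt (ENSMUSG00000040998) from 1.36 ± 0.369 to 9.32 ± 1.30 CPM (2.76 ± 0.40, adjusted p = 0.0139). Gm49207 (log2 fold change 3.29, adjusted p = 0.0288) and Pdzk1ip1 (3.04, adjusted p = 0.0446) rose from levels under 1 CPM. Crip2 (ENSMUSG00000006356) fell from 27.3 ± 2.41 to 8.03 ± 0.260 CPM (log2 fold change -1.76 ± 0.17, adjusted p = 0.000971), and Lmna (ENSMUSG00000028063) from 296 ± 6.25 to 102 ± 18.0 CPM (-1.55 ± 0.17, adjusted p = 0.00252). D430019H16Rik (log2 fold change -3.33, adjusted p = 0.0321), Gas7 (-1.87, adjusted p = 0.0244) and Mlf1 (-1.47, adjusted p = 0.0244) were also lower. All 10 calls were lost without untreated wildtype replicate 2, where the adjusted p was 0.0521 for Itgae, Laptm4b and Crip2 and 0.337 for Gm49207. Over the alternatives the adjusted p ran from 8.82e-21 to 0.0521 for Itgae, and from 3.04e-05 to 0.337 for Gm49207.

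In the fixed panel of 14 genes, Csf2 was too low to test. For DSS in the wildtype, 1 panel gene was called over all genes tested and 5 were called adjusted over the list alone. Foxp3, Ikzf2 and Il10 were among the leading genes of the Treg-like cluster. That cluster made up 13.0% of the untreated and 24.8% of the DSS-treated wildtype CD4 T cells, a difference not separated from changes within cells. Foxp3 (ENSMUSG00000039521) rose from 56.9 ± 3.00 to 131 ± 13.6 CPM (SD, n = 2), a log2 fold change of 1.2 ± 0.18 (edgeR adjusted p = 0.0182, adjusted over the list alone 0.000397). This call was lost without untreated wildtype replicate 1 (adjusted p = 0.129) or 2 (0.295) and without DSS-treated wildtype replicate 2 (0.169), in a range over the alternatives of 1.35e-15 to 0.295. Ifng (log2 fold change -0.85), Tbx21 (-0.90), Il10 (0.39) and Ikzf2 (0.47) had adjusted p over the list alone of 0.010, 0.0432, 0.0414 and 0.0235, and over all genes of 0.0756, 0.176, 0.158 and 0.115. Over all genes, edgeR without the filter on low counts called Ifng, Tbx21 and Ikzf2. Ifng was also called by DESeq2 and in T cells with or without a Cd4 UMI, and Tbx21, Ikzf2 and Ccr6 were called without either DSS-treated mutant replicate. Over the alternatives the adjusted p ran from 1.02e-07 to 0.464 for Ifng, 0.000113 to 0.509 for Tbx21, 0.0626 to 0.659 for Il10, 0.0128 to 0.548 for Ikzf2 and 0.0437 to 0.730 for Ccr6 (0.429 with all libraries). Il17a had a log2 fold change of 0.39 ± 1.16 (edgeR adjusted p = 0.896), smaller than its error.

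The comparison of mutant with wildtype asked whether the substitution altered CD4 T cells in untreated mice. edgeR's quasi-likelihood test called 0 of 11086 genes, with 596 at an unadjusted p under 0.05 and a smallest adjusted p of 0.228. DESeq2 called 18 genes. With neighbouring animal numbers as a replicate block, chosen after the data had been seen, edgeR called genes as well. edgeR called 99 without the filter on low counts, 3 with only the 4 libraries compared and 6 without untreated mutant replicate 2. None of the 13 panel genes tested was called over all genes or adjusted over the list alone. Il17a had means of 398 ± 59.6 and 867 ± 586 CPM (SD, n = 2) in wildtype and mutant, a log2 fold change of 1.12 ± 1.17 (edgeR adjusted p = 0.987). Its 2 mutant libraries stood at 453 and 1281 CPM. Foxp3 was lower in the mutant at an unadjusted p of 0.0376 only (log2 fold change -0.43 ± 0.18, edgeR adjusted p = 0.916, adjusted over the list alone 0.489). Levels did not overlap between the groups for 37.6% of all genes, against 1 of 3 splits by chance.

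After DSS, mutant and wildtype CD4 T cells differed in 0 genes by edgeR's quasi-likelihood test, with 178 at an unadjusted p under 0.05, and DESeq2 called 0. Without the filter on low counts edgeR called 7, and it also called genes with neighbouring animal numbers as a replicate block. Leaving out DSS-treated wildtype replicate 1 gave 2 calls, DSS-treated mutant replicate 1 gave 8 and replicate 2 gave 3. No panel gene was called on either adjustment. Il17a averaged 519 ± 266 CPM in wildtype and 783 ± 864 CPM in mutant mice (SD, n = 2), a log2 fold change of 0.59 ± 1.16 (edgeR adjusted p = 0.999). Without DSS-treated mutant replicate 1 this log2 fold change was -1.60, and its highest value with 1 library left out was 1.41. Levels were separate for 22.9% of all genes, fewer than the 1 of 3 splits chance gives.

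DSS against untreated in the mutant completes the design. edgeR called 747 of 11086 genes, 336 higher and 411 lower, with 2975 at an unadjusted p under 0.05. This count was 24 without untreated mutant replicate 1, 52 without replicate 2, 154 without DSS-treated mutant replicate 2, and 249 and 251 without untreated wildtype replicate 1 or 2. Foxp3 rose (log2 fold change 1.58, edgeR adjusted p = 0.00350) and Ifng fell (-0.96, adjusted p = 0.0299). Treg-like cells made up 9.66% of the untreated and 22.5% of the DSS-treated mutant CD4 T cells, and the Foxp3 rise was not separated from this share. Over all genes 2 panel genes were called, and adjusted over the list alone 3, with Ikzf2 (0.44, list-alone adjusted p = 0.0323). Krt5 had 0 UMIs in the untreated and 64 in the DSS-treated mutant CD4 T cells, at least 12.4-fold higher against a floor of 3 counts over the group. S100a9 rose by a log2 fold change of 5.14 ± 0.92 (adjusted p = 0.0294). Lhfpl2 had 1 against 52 UMIs (ratio 30.3, 95% counting interval 5.20 to 1219), Cd302 2 against 37 (10.8, 2.78 to 92.3) and Gm20139 3 against 47 (9.12, 2.94 to 45.8). Krt5 and S100a9 belong to lists of squamous epithelium and neutrophil genes that rose outside the cell list in all 4 DSS libraries. Adrb1 (log2 fold change -2.91, adjusted p = 0.00761), Ahrr (-2.74, 0.0192), Cnn1 (-2.94, 0.0291), Ggt1 (-2.85, 0.0310) and Gm9885 (-2.62, 0.0393) fell. All 10 of these calls were lost without untreated mutant replicate 1, with an adjusted p of 0.0646 for Adrb1 and 0.218 for Cnn1. Over the alternatives that gave an adjusted p, it ran from 6.02e-08 to 0.0646 for Adrb1 and from 1.04e-05 to 0.218 for Cnn1. Levels were separate for 56.5% of all genes, against 1 of 3 splits by chance.

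The effects of DSS in the wildtype and in the mutant, which share no library, correlated at r = 0.636 across genes, which are not independent replicates. Of the 85 genes called in the wildtype, 84 had the same sign in the mutant and 62 were also called there. Of the 747 called in the mutant, 712 (95.3%) had the same sign in the wildtype. The difference between the DSS effects was tested as an interaction, in which edgeR called 0 genes, with 434 at an unadjusted p under 0.05 and a smallest adjusted p of 0.479, and DESeq2 called 1. Without the filter on low counts edgeR called 40, and it also called genes with neighbouring animal numbers as a replicate block. Leaving out any of the 8 libraries gave 0 interaction calls as well.

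**Figure D2:**
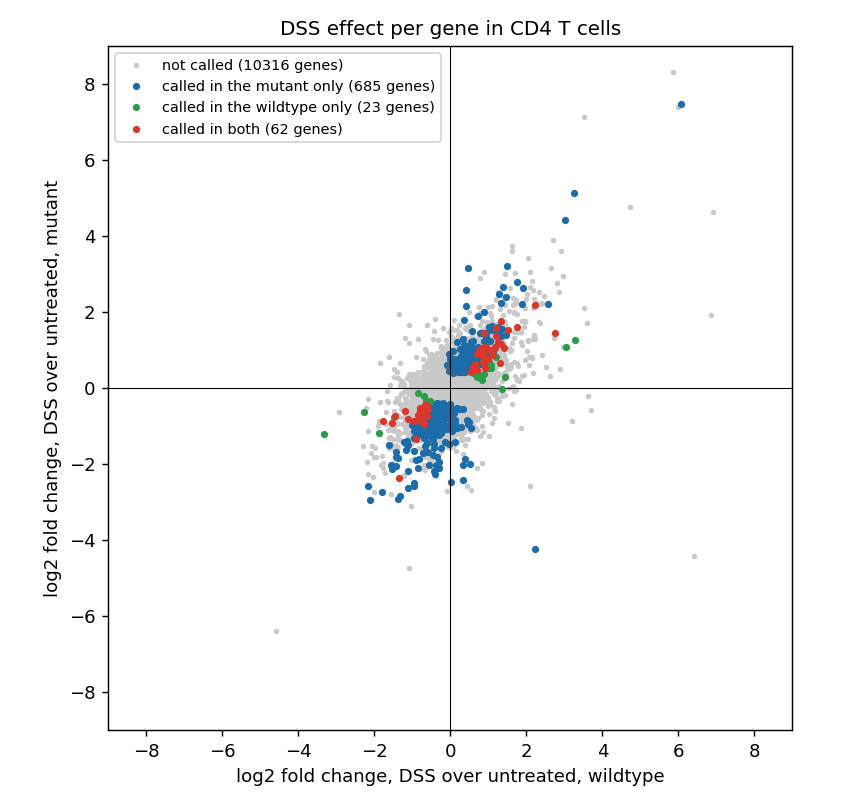
Log2 fold change of each of 11086 genes for DSS against untreated in wildtype (horizontal) and mutant (vertical) CD4 T cells, coloured by call in edgeR's quasi-likelihood test. Of the called genes, 62 were called in both genotypes, 23 in the wildtype only and 685 in the mutant only.

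Within the Th17-like cells, 190 to 1130 cells per library, 18 of 7574 genes were called for DSS in the wildtype, with 6 higher and 12 lower (811 at an unadjusted p under 0.05, DESeq2 21 with 13 shared). Crip1 (ENSMUSG00000006360) fell from 1850 ± 160 to 794 ± 38.5 CPM (SD, n = 2), a log2 fold change of -1.22 ± 0.14 (edgeR adjusted p = 7.52e-05), and kept its call without any 1 library (range over the alternatives 3.44e-11 to 0.00943). Lmna (log2 fold change -1.91, adjusted p = 0.0110), Gadd45g (-1.34, 0.0430), Tubb2a (-1.24, 0.0430) and Emp3 (-1.08, 0.0430) also fell. Oaz2 (2.15, 0.0430), Tnfrsf9 (1.02, 0.0430), Rnf157 (0.83, 0.0444), Tecpr1 (0.83, 0.0444) and Fam46a (0.81, 0.0430) rose. The 9 genes other than Crip1 lost their calls without untreated wildtype replicate 2, with an adjusted p of 0.182 for Lmna and 0.814 for Gadd45g. The count of 18 was 1 without untreated wildtype replicate 1, 4 without replicate 2, 4 without either untreated mutant replicate, 3 without DSS-treated wildtype replicate 2, 50 without DSS-treated wildtype replicate 1 and 61 without either DSS-treated mutant replicate. Levels were separate for 41.9% of genes, against 1 of 3 splits by chance.

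Mutant and wildtype Th17-like cells of untreated mice differed in 2 genes by edgeR, with 408 at an unadjusted p under 0.05. Lag3 (ENSMUSG00000030124) was at 97.9 ± 13.8 CPM in the wildtype and 208 ± 51.1 CPM in the mutant (SD, n = 2), a log2 fold change of 1.12 ± 0.19 (adjusted p = 0.0218, range over the alternatives 1.49e-05 to 0.999). Hspa8 (ENSMUSG00000015656), a heat-shock gene, was at 2108 ± 355 and 3900 ± 167 CPM (0.89 ± 0.13, adjusted p = 0.00372, range 6.92e-08 to 0.799). Without untreated wildtype replicate 1 neither was called (adjusted p = 0.799 for both), without untreated mutant replicate 2 neither was (0.999 for Lag3, 0.181 for Hspa8), and without untreated mutant replicate 1 Hspa8 was not (0.101). DESeq2 called 1 gene, and edgeR called 28 without the filter on low counts and 23 with only the 4 libraries compared. More than 2 genes were also called with neighbouring animal numbers as a replicate block. The count was 0 without untreated wildtype replicate 1, 10 without replicate 2, 1 without either untreated mutant replicate, 6 and 8 without DSS-treated wildtype replicate 1 or 2, and 15 and 14 without DSS-treated mutant replicate 1 or 2. After DSS edgeR called 0 genes (168 at an unadjusted p under 0.05, DESeq2 0, 1 without the filter), with 6 and 5 calls without DSS-treated mutant replicate 1 or 2.

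Within the Treg-like cells, 184 to 943 cells per library, 61 of 7875 genes were called for DSS in the wildtype, with 32 higher and 29 lower (1109 at an unadjusted p under 0.05, DESeq2 53 with 40 shared). Crip1 fell from 1744 ± 132 to 781 ± 52.1 CPM (SD, n = 2), a log2 fold change of -1.16 ± 0.14 (edgeR adjusted p = 0.000223), and kept its call without any 1 library (range over the alternatives 5.69e-13 to 0.00840). Crip2 (log2 fold change -2.42, adjusted p = 0.00535), Serpina3f (-1.83, 0.0314), Prr7 (-1.36, 0.00967) and Anxa2 (-1.2, 0.00408) fell, and Agap2 (2.86, 0.0265), Klrc1 (2.42, 0.0303), Apobec3 (1.78, 0.00535), Laptm4b (1.59, 0.0116) and Itgb3 (1.57, 0.00967) rose. All 9 lost their calls without untreated wildtype replicate 2, with an adjusted p of 0.149 for Crip2 and 0.454 for Serpina3f. In the panel, Il1r1 (1.14) and Ccr6 (1.1) were called adjusted over the list alone (0.00537 and 0.00776) and not over all genes (0.0739 and 0.0994). The count of 61 was 23 and 2 without untreated wildtype replicate 1 or 2, 29 and 30 without untreated mutant replicate 1 or 2, 127 and 14 without DSS-treated wildtype replicate 1 or 2, and 162 without either DSS-treated mutant replicate. Mutant against wildtype gave 0 calls in untreated mice (313 at an unadjusted p under 0.05, DESeq2 2, 5 without the filter and 4 with only the 4 libraries compared) and 0 after DSS (155, DESeq2 0) by edgeR. Both comparisons gave calls with neighbouring animal numbers as a replicate block. Single libraries left out gave up to 2 calls in untreated mice and, after DSS, 13 without DSS-treated mutant replicate 1 and 1 without DSS-treated wildtype replicate 2.

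**Figure D3:**
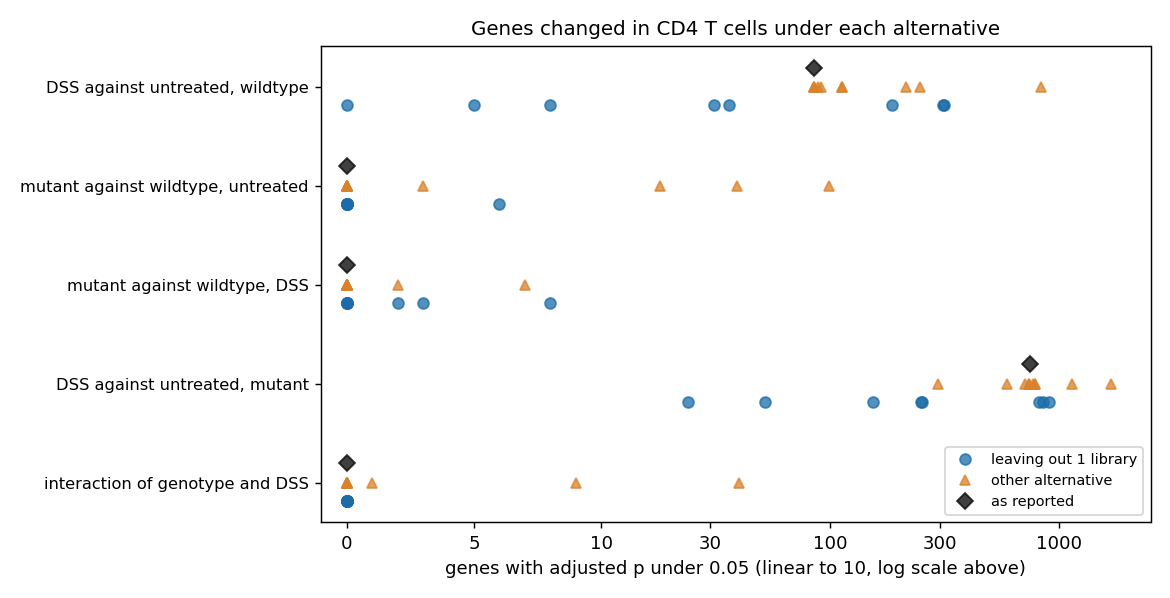
Number of genes called in the CD4 T cells under each alternative for 5 comparisons, on an axis that is linear to 10 and logarithmic above. With 1 library left out, the count for DSS in the wildtype lay between 0 and 313 and that for DSS in the mutant between 24 and 904.

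Shares of cell types addressed whether DSS or the substitution changed the make-up of the kept cells. Of 14 types, edgeR called 0 for DSS in the wildtype, 0 for the mutation in untreated mice and 0 for the mutation after DSS. Treg-like cells made up 8.92% ± 0.334 (SD, n = 2) of untreated and 20.1% ± 0.380 of DSS-treated wildtype cells, a log2 fold change of 1.17 (edgeR's quasi-likelihood model across types, adjusted p = 0.113). limma on arcsine-transformed shares called this difference (adjusted p = 0.00521), as did edgeR on the coarser clustering (0.0312). In the mutant the shares were 6.81% ± 0.164 and 17.9% ± 2.89, a log2 fold change of 1.40 (edgeR adjusted p = 0.0230), which was lost without either untreated wildtype replicate (0.0883 each), untreated mutant replicate 1 (0.12) or 2 (0.121), and DSS-treated mutant replicate 2 (0.102). Th17-like cells made up 12.9% ± 0.258, 14.1% ± 10.2, 14.6% ± 5.66 and 20.1% ± 16.6 in the untreated wildtype, untreated mutant, DSS-treated wildtype and DSS-treated mutant groups. The 2 DSS-treated mutant libraries held 31.9% and 8.32%. Their log2 fold changes of 0.18 (DSS, wildtype), 0.13 (mutation, untreated) and 0.46 (mutation, DSS) had edgeR p of 0.816, 0.867 and 0.551. Without DSS-treated mutant replicate 1 the last was -0.81. T cell cluster 3 made up 13.9% and 8.04% in the untreated mutant and 0.512% and 2.20% in the untreated wildtype, a log2 fold change of 3.01 (edgeR adjusted p = 0.0802). It was called by limma (adjusted p = 0.0170), with CD4 T cells as denominator (0.0491), and without untreated wildtype replicate 2 (0.00934) or either DSS-treated wildtype replicate (0.0196 each). Without DSS-treated wildtype replicate 2, fibroblast-like cells were called for DSS in the wildtype (log2 fold change -2.56, adjusted p = 0.0406). Between untreated and DSS-treated mutant mice cluster 3 fell by a log2 fold change of -3.58 (edgeR adjusted p = 0.0230), a call lost without untreated mutant replicate 1 (0.12) or 2 (0.0622) and DSS-treated mutant replicate 1 (0.220) or 2 (0.241). The interaction called 0 types with all 8 libraries in edgeR (smallest adjusted p = 0.302, for cluster 3), while cluster 3 was called without untreated wildtype replicate 2 (log2 difference -4.55, edgeR adjusted p = 0.0215).

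**Figure D4:**
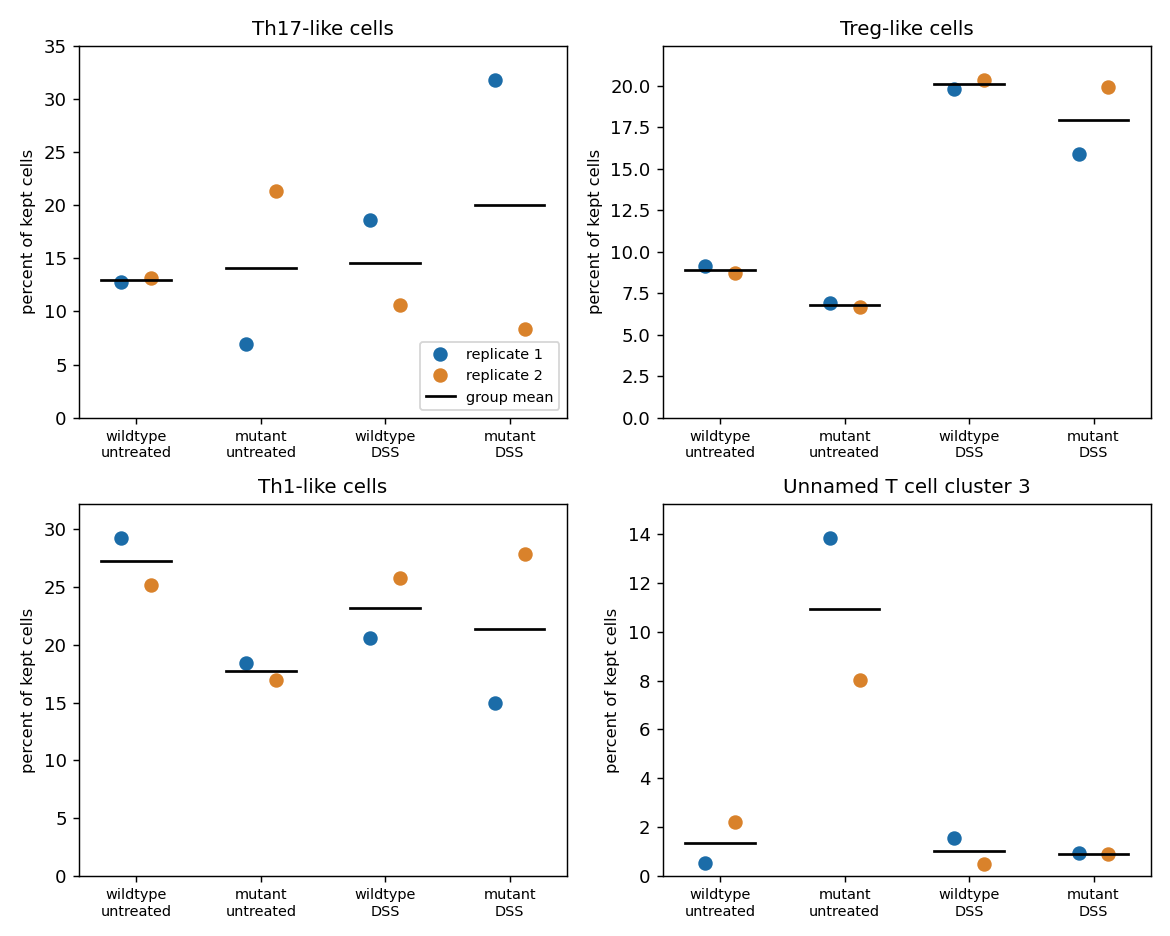
Share of the kept cells in Th17-like, Treg-like, Th1-like cells and T cell cluster 3, in percent, with points for the 2 libraries of each group and lines for the group means. Treg-like cells lay between 6.69% and 9.16% in the untreated and between 15.9% and 20.4% in the DSS-treated libraries.

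The 4 fixed lists were tested in the CD4 T cells with camera. The sums pool all CD4 T cells, so the tests do not separate a changed share of a cell type from a change within cells. For DSS in the wildtype, the Treg effector list rose (18 genes, median log2 fold change 0.38, adjusted p = 1.21e-06) and the dissociation stress list fell (12 genes, -0.29, adjusted p = 0.0329). Treg-like cells made up 13.0% of the untreated and 24.8% of the DSS-treated wildtype CD4 T cells. For the mutation in untreated mice, the Th17 programme list rose (17 genes, 0.31, adjusted p = 0.0167), the stress list rose (0.43, adjusted p = 3.35e-11), and the Treg effector (-0.10, adjusted p = 0.0361) and interferon response lists (15 genes, -0.29, adjusted p = 2.10e-05) fell. For the mutation after DSS, the Treg effector (-0.12, adjusted p = 0.000516) and interferon response lists (-0.15, adjusted p = 0.000372) fell, and the Th17 programme list was not called (-0.06, adjusted p = 0.109). Under fry, which moved these results most together with the estimated correlation, only the Treg effector list for DSS in the wildtype held (adjusted p = 0.00484). With an estimated correlation no call held, the lowest adjusted p being 0.0590 for that list. The stress list for the mutation after DSS had a median of 0.01, a mean of -0.03 and an upward test direction (adjusted p = 0.846).

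Several of these list results rested on 1 library. The Th17 programme call in untreated mice was lost without untreated wildtype replicate 1 (adjusted p = 0.176) and untreated mutant replicate 2 (median 0.03, test downward, 0.810). After DSS the same list was called downward without DSS-treated mutant replicate 1 (4.74e-08) or DSS-treated wildtype replicate 2 (0.00409), and upward without DSS-treated mutant replicate 2 (1.02e-06). For DSS in the wildtype it was called upward without DSS-treated wildtype replicate 2 (0.0316). The Treg effector call for the mutation in untreated mice was lost without untreated wildtype replicate 2 (0.118), untreated mutant replicate 1 (0.349) or DSS-treated wildtype replicate 1 (0.0543). The stress call for DSS in the wildtype was lost without untreated wildtype replicate 2 (0.352) or DSS-treated wildtype replicate 1 (0.0543). The interferon call after DSS was lost without DSS-treated wildtype replicate 1 (0.204), and without DSS-treated mutant replicate 2 its direction turned (median 0.07, 0.421).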

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

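Leaving out each library, fry and camera with an estimated correlation were fixed in advance as alternatives and were set against these explanations only after the results were seen, and the other tests in this part were chosen after the results were seen.

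The effect of DSS on the Th17 programme list differed between genotypes in a test of the difference itself. The interaction of genotype and DSS was downward (camera, 17 genes, median log2 difference -0.52, adjusted p = 0.00729), with the list higher in untreated mutant than wildtype mice and not called after DSS. Single libraries are a candidate explanation, since 4 of the 8 libraries each removed the call when left out. The adjusted p was 0.0846 without untreated wildtype replicate 1, 0.693 without untreated mutant replicate 2, 0.381 without DSS-treated wildtype replicate 1, and 0.199 with an upward direction without DSS-treated mutant replicate 2. The first form of this test asked only about DSS-treated mutant replicate 2 and read 0.199 as bearing it out as the sole source. It was restated once the other libraries had been seen to matter as well. Calls lost without the other 3 cannot decide on that replicate alone, since each such fit leaves a group with 1 library. Medians stayed negative without untreated wildtype replicate 1 (-0.466), untreated mutant replicate 2 (-0.194) and DSS-treated wildtype replicate 1 (-0.289). Only without DSS-treated mutant replicate 2 was the median positive (0.253), so this replicate alone as the source stays open. Without DSS-treated mutant replicate 1 the adjusted p was 4.20e-09. Genes that move together within a library are a second candidate, since camera with an estimated correlation gave 0.687 and fry 0.757. The list was tested on sums over all CD4 T cells, whose Th17-like share also differed between libraries. For replicates 1 and 2 it was 18.6% and 19.1% in untreated wildtype and 10.7% and 27.4% in untreated mutant mice. After DSS it was 22.4% and 13.4% in wildtype and 40.1% and 10.5% in mutant mice. This share was not separated from a change within cells. An altered response of the mutant stays open and untested beyond these values.

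The dissociation stress list also differed (12 genes, interaction median -0.42, camera adjusted p = 1.96e-07). It stayed called without any 1 library, between 1.38e-09 and 6.48e-05. Untreated mutant replicate 1 had the highest Hspa1a level in CD4 T cells, 1413 CPM against 415 in replicate 2 and at most 181 in the other groups, and alone it is argued against as the source, since the adjusted p without it was 5.07e-06. Genes moving together within a library could account for the small p, as an estimated correlation gave 0.106 and fry 0.187. Handling of the untreated mutant samples cannot be told apart from an effect of the genotype. In the kept cells outside the T cell clusters the list's median log2 ratio of untreated mutant to wildtype was 0.10. There 9 of 12 genes were higher, with a mean log2 ratio of 0.42. In the CD4 T cells the median was 0.41, with 12 of 12 genes higher. The median hides a split between genes. Outside the T cell clusters the ratio was 1.61 for Hspa1a, 1.60 for Hspa1b, 0.89 for Hsp90aa1 and 0.89 for Dnajb1. Every other gene of the list lay between -0.28 (Egr1) and 0.25 (Atf3) there. In the CD4 T cells Hspa1a (3.16) and Hspa1b (3.03) also rose most, and Fosb (0.08) and Egr1 (0.01) least. In the kept cells outside the T cell clusters both untreated mutant libraries had a higher mean level of the list than both untreated wildtype libraries. Chance gives a separation in either direction in 1 of 3 splits, and no label records how each sample was handled.

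Genes of an accessory sex gland appeared outside the cell list in untreated mutant replicate 1, at 4585 CPM for a list of 12 genes written after Svs5 had been seen among the leading genes of a cluster. Svs5 reached 3104 CPM, Svs4 987, Pate4 182, Pbsn 153 and Tgm4 78.7. Gland tissue in this library is a candidate source, since 9 of the list's genes were above 1 CPM there and at most 1 in any other library. Of the list's 151122 UMIs outside the cell list in this library, 72172 lay in 1 barcode, so the level of 4585 CPM rests in large part on it. That the transcripts were held by a few barcodes with none spread is argued against, because 34.6% of the kept cells of this library had a UMI of the list, against at most 0.160% elsewhere. That this RNA made the calls for DSS in the mutant is argued against by the 95.3% of those genes with the same sign in the wildtype. No biological explanation was tested.

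Genes of squamous epithelium stood higher outside the cell list after DSS, at 562 to 1565 CPM in the 4 DSS libraries and 30.9 to 65.1 CPM in the 4 untreated ones (10 genes, written after Krt5 had been called). In DSS-treated mutant replicate 2, Krt14 was at 371 CPM and Krt6a at 262. Sfn and Lgals7 were also present in untreated libraries. Squamous cells among the barcodes are a candidate source, with at least 35 barcodes of 10 or more UMIs of the list in each DSS library and at most 13 in any untreated one. The CPM levels are already divided by the UMIs outside the list, so a ratio of depth cannot test them. For the barcode counts, more UMIs after DSS are argued against, since the mean outside the list was 0.844 of that in untreated libraries. Whether the injury brings such cells or the tissue was taken differently was not tested.

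Neutrophil genes rose likewise, at 383 to 1182 CPM in the DSS libraries and 17.6 to 35.8 CPM in the untreated ones (8 genes, written after S100a9 had been called). In DSS-treated mutant replicate 2, S100a9 was at 507 CPM and S100a8 at 473. S100a8 and S100a9 also lead other clusters of these data. Neutrophils are a candidate source, with 31 or more barcodes of at least 10 UMIs in each DSS library and at most 11 in any untreated one. The depth ratio of 0.844 argues against more UMIs as the source of these barcode counts and cannot test the CPM levels. An influx after the injury stays open.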

How the results depend on the processing

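The alternatives chosen after the data had been seen are the removal of doublets at the expected rate, all barcodes meeting the limits, T cells with or without a Cd4 UMI and the block of neighbouring animal numbers.

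RLE scaling moved the median log2 fold change by less than 0.01 in all comparisons, and no named gene outside the panel lost its call under it. Of the 397 values of the 42 other named genes under alternatives that keep all libraries, 321 kept direction and call and 76 lost the call, and of 336 with 1 library left out, 184 kept it and 152 lost it. None reversed. DESeq2 gave no adjusted p for 22 of these genes, which are not counted as lost. Of the 12 panel genes tested and reported, in 3 comparisons, 375 of 384 values under alternatives that keep all libraries and 244 of 288 with a library left out kept direction and call, while 5 and 6 gained a call and 0 and 3 lost one. The 35 panel values that reversed with a library left out were not called with all 8 libraries.

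Counts of genes called stayed within 1.5 times in 79 of 116 cases under alternatives that keep all libraries. In CD4 T cells, DSS in the wildtype gave 215 calls with DESeq2, 834 without a filter on low counts and 247 with only the 4 libraries compared. The mutation in untreated mice gave 18, 99 and 3, and 39 with the block. After DSS it gave 7 without the filter and 2 with the block. DSS in the mutant gave 1682 without the filter, 296 with only 4 libraries and 1138 with T cells with or without a Cd4 UMI. The interaction gave 1 with DESeq2, 40 without the filter and 9 with the block. In Th17-like cells, DSS in the wildtype gave 85 without the filter, 34 with 4 libraries, 11 with stricter cells, 7 with finer clustering, 5 with doublets removed, 4 with all barcodes meeting the limits and 1 with T cells with or without a Cd4 UMI. The mutation in untreated mice gave 1 with DESeq2, 28 without the filter, 23 with 4 libraries, 6 with coarser clustering, 1 with doublets removed, 1 with all barcodes meeting the limits and 33 with the block, and after DSS 1 without the filter. In Treg-like cells, DSS in the wildtype gave 190 without the filter and 127 with finer clustering. The mutation in untreated mice gave 2 with DESeq2, 5 without the filter, 4 with 4 libraries and 7 with the block, and after DSS 6 with the block. The filter changes which genes are tested, and on simulated counts without it false calls in CD4 T cells rose from between 10 and 19 to between 36 and 47. In Th17-like cells they were 3 to 18 with the filter and 9 to 14 without it, and in Treg-like cells 6 to 16 and 8 to 16. For the other changes the cause was not tested.

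With 1 library left out, counts in CD4 T cells ran from 0 to 313 for DSS in the wildtype, 0 to 6 and 0 to 8 for the mutation in untreated and DSS-treated mice, and 24 to 904 for DSS in the mutant. In Th17-like cells they ran from 1 to 61, 0 to 15 and 0 to 6, and in Treg-like cells from 2 to 162, 0 to 2 and 0 to 13. A comparison that leaves a group with 1 library rests on the assumption that it varies like the other groups.

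The number of lists called was 1 with fry and 0 with an estimated correlation for DSS in the wildtype, and 0 under both for the mutation in untreated mice and after DSS. With a library left out it was 1 to 3 for DSS in the wildtype and 1 to 3 for the mutation after DSS. The estimated correlation replaces the preset one by construction, and for fry the cause was not tested. Types called were 1 with arcsine-transformed shares for DSS in the wildtype and 1 for the mutation in untreated mice, 1 with CD4 T cells as denominator for the mutation in untreated mice, and 1 with coarser clustering for DSS in the wildtype. They were 0 to 1 with a library left out in both of these comparisons.

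Reversals under other settings were all in values not called. For the mutation in untreated mice, T cells with or without a Cd4 UMI gave log2 fold changes of -0.031 for Ccr6 and -0.074 for Ifng. After DSS, the block gave -0.17 for Il17f and coarser clustering 0.0061 for Il22. The Th17-like share changed by -0.074 (CD4 T cells as denominator) and -0.0066 (coarser clustering) for DSS in the wildtype and by -0.069 (coarser clustering) for the mutation in untreated mice. The cause was not tested.

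With a library left out, log2 fold changes for DSS in the wildtype ran from -0.26 to 0.83 for Il17a, -1.25 to 0.52 for Il17f, -1.45 to 0.11 for Il22, -1.0 to 0.15 for Il23r and -0.13 to 0.068 for Gata3. For the mutation in untreated mice they ran from -0.089 to 0.82 for Il23r, -0.14 to 0.37 for Ccr6, -0.15 to 0.47 for Ifng, -0.10 to 0.16 for Tbx21 and -0.033 to 0.19 for Il10. After DSS they ran from -1.60 to 1.41 for Il17a, -2.12 to 1.22 for Il17f, -1.65 to 0.91 for Il22, -0.90 to 0.51 for Il23r, -0.73 to 0.61 for Il1r1, -0.96 to 0.37 for Ccr6, -0.12 to 0.15 for Ifng, -0.38 to 0.52 for Tbx21, -0.30 to 0.0066 for Il10, -0.29 to 0.13 for Foxp3 and -0.31 to 0.076 for Ikzf2. Medians of the Th17 programme list ran from -0.22 to 0.24 for DSS in the wildtype, 0.028 to 0.65 for the mutation in untreated mice and -0.71 to 0.41 after DSS. After DSS those of the interferon response list ran from -0.28 to 0.071 and of the stress list from -0.060 to 0.043. The Th17-like share changed by -0.29 to 0.53 for DSS in the wildtype, -0.91 to 0.72 for the mutation in untreated mice and -0.81 to 1.12 after DSS, and the Th1-like share by -0.63 to 0.26 after DSS. By construction, these ranges reflect the spread between the 2 libraries of a group.

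Shares of CD4 T cells with a UMI rose without thinning and with thinning to 2000 UMIs, by construction. For Il17a in the untreated wildtype they were 20.9% and 19.99%.

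Not run were sex as a covariate, since Xist and Y-linked genes show all 8 libraries to be male, batch as a covariate, since no file gives one, the removal of Scrublet's own calls, and only the libraries compared for the interaction, which needs all 8. No paired analysis was possible from replicate numbers because the groups share none in the labels. As a check, differences between the 2 libraries of neighbouring animals correlated at r = 0.123 across genes in untreated and 0.0508 in DSS-treated mice. Lost or gained calls under the block are given as counts only. Fewer genes passed the filter on low counts in the Th17-like (7574) and Treg-like cells (7875) than in the CD4 T cells (11086), and a gene too low to be tested there is not shown to be unchanged.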

Other observations

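The interaction test, thinning and leaving out each library were fixed in advance and were set against these explanations only after the results were seen. The comparison of effect sizes between genotypes was written before its result was seen, and the other tests in this part afterwards.

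The Il17a level of the CD4 T cells differed between the 2 libraries of a group, most in DSS-treated mutant mice with 1395 and 172 CPM, 8.10-fold. The share of Th17-like cells is a candidate explanation. Over the 8 libraries it correlated with the Il17a level at Pearson's r = 0.913 (exact permutation p = 0.00169) and Spearman's rho = 0.857 (exact permutation p = 0.0107), the only relation computed. Without untreated mutant replicate 2 and DSS-treated mutant replicate 1, r was 0.718 (exact permutation p = 0.0944), so the relation rests on those libraries. The library with the larger share had the higher level in 4 of 4 groups. Within Th17-like cells the ratio was still 2.27-fold. A difference in depth is argued against, since after thinning the share of CD4 T cells with an Il17a UMI differed 4.59-fold between these 2 libraries. Free RNA is argued against by a thinned share at least 3.21 times that of fibroblast-like barcodes in every library.

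More genes were called for DSS in the mutant (747) than in the wildtype (85). The gap depended on the fit, with 296 and 247 calls with only the 4 libraries compared and 1682 and 834 without the filter on low counts. The 0 interaction calls of edgeR given below did not hold without that filter or with neighbouring animal numbers as a replicate block. The median size of the log2 fold change was 1.19 times as large in the mutant (0.27 against 0.23), while the median standard errors were 0.191 and 0.192. These errors come from the same fit, in which all groups share the dispersion of a gene, so they are alike largely by construction. They cannot tell whether the mutant libraries varied less than the wildtype ones. Whether the genotypes responded differently cannot be told apart from chance here: 0 genes were called for the interaction by edgeR (434 at an unadjusted p under 0.05, DESeq2 1), and with 1 library left out the counts ran from 24 to 904 in the mutant and from 0 to 313 in the wildtype.

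T cell cluster 3 was largest in the untreated mutant libraries. Its leading genes were Svs5, Hspa1a, Ccl20, Hspa1b, Ifng, Hsph1, Svs4, Il21, Hspd1 and Dnaja4. Ccl20 and Il21 also belong to the Th17 programme list, and the size of the cluster was not separated from the results of that list. RNA of the accessory gland in replicate 1 is argued against as its only source, since replicate 2, without that RNA, held 8.04% of its kept cells in the cluster and the other groups at most 2.20%. A stress response from handling or genotype stays open and was not separated.

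The authors' list may hold fewer cells than meet its limits because each library was first taken down to 1 number of barcodes. The share kept of those meeting the limits, times the number of barcodes, was 10177 to 10626 in the 8 libraries, a coefficient of variation of 1.53% against 15.3% for the barcodes. The 5656 barcodes left out had median UMIs of 0.955 to 1.04 times those kept.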
